A study of Danio rerio with 5 samples. Its data were reported in "Oxidative phosphorylation is required for cardiomyocyte re-differentiation and long-term fish heart regeneration" (2025).

How the data were processed

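Border zone cardiomyocytes, the heart muscle cells next to an injured area, were measured by single-cell RNA sequencing in adult zebrafish (Danio rerio, TL background) after cryo-injury, in which a cold metal probe freezes part of the ventricle. The cells were sorted on nppa:mCitrine, a fluorescent reporter of nppa, a gene switched on in the border zone. Cells were placed 1 per well in 384-well plates at 1, 3 or 7 days post-cryo-injury (dpci). SORT-seq, a plate version of CEL-Seq2, tags every transcript with a barcode for its well and a unique molecular identifier (UMI), so that molecules are counted and PCR copies are not. The 5 plates analysed were 1 plate at 1 dpci, 1 plate at 3 dpci and 3 plates at 7 dpci. The labels give each plate's time point and, at 7 dpci, its replicate number. They do not say which fish went into which plate, so whether the 7 dpci plates share fish is not known.

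The deposited tables hold estimated counts: UMIs per gene and well that the authors' pipeline corrected for collisions between UMIs, with 4096 possible barcodes. The values are not scaled to depth. Turning the correction back gave whole numbers, within 0.02, for 99.7% to 99.9% of the values of each plate. Per the labels and the methods, the authors mapped the reads to the Zv9 genome. Neither states the mapper or the gene annotation for these reads, and a software list of the study that covers its single-cell and bulk data together holds STAR. The tables still hold the wells of low depth, the mitochondrially encoded genes and the ERCC spike-ins, which are synthetic RNAs added to every well. The authors removed mitochondrial, ERCC and oversequenced reads before their own analysis and kept cells with at least 500 reads. The rule for oversequenced reads is not given, so no such step was applied. Gene names came from a table of Ensembl IDs and symbols, which named 14285 of the 17997 gene IDs in the tables (79.4%). Many symbols in it are those of the human gene. Of the 26 genes on the fixed list, 25 matched. MDH1 stands for both listed paralogs (mdh1aa and mdh1ab), and ACTA1 and PFKP each match 2 IDs, so which paralog these rows count is uncertain.

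ERCC spike-ins and mitochondrial genes were left out of all totals, except in an alternative that kept the mitochondrial genes. The mitochondrial genes were 13 named genes and 2 unnamed IDs (ENSDARG00000080337 and ENSDARG00000082753), whose share of a well's UMIs correlated with that of the named genes above 0.5 on every plate. That rule was chosen after the tables and the cell numbers had been seen. Wells with at least 500 remaining UMIs were kept as cells. This left 1175 cells of the 384 wells per plate. Removing only the named mitochondrial genes left 1256 cells, and keeping all mitochondrial genes left 1302. No doublet caller was run. Per the methods, the sort gated out doublets by size and granularity, and an alternative here left out the 118 cells above 3 times the median UMIs of their plate.

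Cells were log-normalized and clustered with Seurat 5.3.0, with the settings that the study's methods state (500 variable genes, 8 dimensions, resolution 0.7). Clusters were compared with marker genes fixed in advance for 9 cell classes. A cluster took the name of a class other than cardiomyocyte where at least 3 of its markers were raised 2-fold or more in at least 10% of the cells, and at least 2 times as many as for any other such class. It was called cardiomyocyte-like where no other class had 3 raised markers and at least 3 cardiomyocyte markers were detected in 50% of the cells. Both names also required a median depth of at least 1/3 of that of their plate. The markers were fixed before the data were examined, and this scoring rule was set after the clusters had been seen. Clusters 6 and 7 did not count as cardiomyocyte-like, and left out 35, 21, 1, 2 and 2 cells of the plates of 1 dpci, 3 dpci and 7 dpci (plates 1, 2 and 3) from that class. Cluster names were rebuilt here from these markers, so a difference from the study's clusters may come from the rebuilt names.

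Cells of a plate share their fish and library, so plates and not cells were the replicates. UMIs were summed over the cells of each plate, rounded to whole numbers and tested with edgeR 4.0.16 (quasi-likelihood test, TMM normalization, genes with a mean of at least 10 CPM, that is counts scaled to the effective library total, Benjamini-Hochberg adjustment, adjusted p under 0.05, two-sided) in R 4.3.3. All 5 plates entered 1 fit with 3 groups. The spread came from the 3 plates of 7 dpci, and the lone plates of 1 and 3 dpci were assumed to vary like them. The comparison of 3 with 1 dpci has 1 plate on each side and was not tested. It is given as a ratio with an exact 95% interval that covers counting error only. On simulated counts with 4-fold changes, the edgeR test recovered 45 of 185 changed genes (24.3%) with 3 false calls for 7 against 1 dpci, over 5187 genes. For 7 against 3 dpci it recovered 39 of 190 (20.5%) with 4 false calls, over 5233 genes. A fold against a group with no UMI of a gene was set against a floor of 3 UMIs, per plate at 1 and 3 dpci and over the 3 plates together at 7 dpci.

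7 gene sets written before the data were examined were tested with limma's camera (limma 3.58.1) on the same fit, with a preset correlation of 0.01 and adjustment over the 7 sets and 2 comparisons: oxidative phosphorylation (OXPHOS, nuclear genes of the respiratory chain and ATP synthase), glycolysis, the TCA cycle, the malate-aspartate shuttle (MAS), fatty acid oxidation, cell cycle and sarcomere. For each set the percentile of its median log2 fold change was taken among 10000 random lists matched on mean expression. The table named 7 of the 9 listed MAS symbols, which is under 80%, so the set is incomplete. A list of heat shock and immediate early genes, written at the same time, describes a possible response to handling. The named genes were the fixed list and, for each tested comparison, the 5 largest changes in each direction among genes with adjusted p under 0.05, a mean of at least 50 CPM and all 3 plates of 7 dpci on the same side of the other plate. For 3 against 1 dpci they were the 5 largest ratios in each direction at 50 CPM or more.

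For measures per cell, each cell was thinned to 1000 UMIs at random and shallower cells were left out: 43 at 1 dpci, 57 at 3 dpci and 80, 41 and 40 on the 7 dpci plates 1, 2 and 3. These measures were the share of cells with at least 2 UMIs of cell cycle genes, the Shannon entropy of the transcripts of a cell, and Spearman's rho between gene sets across the cells of a plate, set against 1000 random lists. The thinning was seeded again per cell after a first draw had been seen, so the range over 50 draws is given for the cell cycle share. Monocle 2, which the study used for pseudotime, was not used here. Diffusion pseudotime in scanpy 1.11.5 (500 variable genes, 8 principal components, 15 neighbours) ordered the cells with all genes of the sets left out, starting from the 1 dpci end.

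Per the deposited files the plates came from 3 sequencing runs. The plates of 1 and 3 dpci shared a run, plate 1 of 7 dpci had its own, and plates 2 and 3 of 7 dpci shared another. No run holds plates of 7 dpci together with an earlier time point, so run and time point cannot be told apart in those comparisons. A fit with the run as a random block could be estimated for 0 genes. The alternatives fixed before the data were examined were DESeq2 1.42.0, DESeq2 size factors or library totals in place of TMM, no CPM filter or one of 50, cells with at least 1000 UMIs, mitochondrial genes kept, each cell scaled to the same total (limma on log2 values with a pseudocount of 1), only cardiomyocyte-like clusters (1 to 5), cells above 3 times the plate median left out, each 7 dpci plate left out, a 2-fold threshold, limma's fry in place of camera, thinning to 500 or 2000 UMIs or none, other cluster settings and other pseudotime orders. The alternative that scaled each cell to the same total also left out TMM. The removal of only the named mitochondrial genes was added after the data had been seen.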

Results

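Single border zone cardiomyocytes were profiled at 1, 3 and 7 dpci to follow how metabolic and cell cycle genes change during zebrafish heart regeneration. The 5 plates were 1 of 1 dpci, 1 of 3 dpci and 3 of 7 dpci. Total UMIs were 2134888 at 1 dpci, 1408984 at 3 dpci, and 662418, 1779751 and 1687517 on plates 1, 2 and 3 of 7 dpci. ERCC spike-ins took 30.1% of them at 1 dpci, 34.6% at 3 dpci, and 43.5%, 54.6% and 55.4% on the 7 dpci plates. The filter of 500 UMIs kept 283 cells at 1 dpci, 268 at 3 dpci and 624 at 7 dpci (169, 230 and 225 on plates 1, 2 and 3). Median UMIs per cell were 2700, 2178, 1023, 2274 and 2203 in the same order of plates, so plate 1 of 7 dpci was the shallowest. Median detected genes per cell were 838 at 1 dpci, 711.5 at 3 dpci, and 301, 507.5 and 467 on the 7 dpci plates. Between pairs of 7 dpci plates, chi-square per degree of freedom over genes was 4.65 to 10.1, above the value near 1 that sampling alone would give. Differences between the cells of each plate would also raise it, so it does not show that the plates come from separate fish. All 3 were counted as replicates, and their spread may leave out the spread between fish.

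To describe the cells, they were clustered without regard to time point. This gave 7 clusters of 280, 256, 254, 223, 101, 35 and 26 cells. Clusters 1 to 5 were called cardiomyocyte-like, each with 6 to 9 cardiomyocyte markers in at least 50% of the cells. Of their 10 leading genes by fold, clusters 1 and 2 had 1 smooth muscle or mural marker each (TAGLN and acta2) and no cardiomyocyte marker, so these 5 clusters were compared by number. Cluster 6 was unnamed, with 6 endothelial and 6 epicardial or fibroblast markers raised. Cluster 7 was macrophage-like, with cd74a and marco among its leading genes. The median depth of its cells was 4.75 times the median of their own plate. Cluster 6 held 22 cells of the 1 dpci plate and 11 of the 3 dpci plate. Its 7 dpci cells were 1 on plate 2 and 1 on plate 3. Cluster 7 held 13 cells of 1 dpci, 10 of 3 dpci and 1 of each 7 dpci plate. These cells raised the sums of the earlier plates: clusters 1 to 5 held 809957 of the 1238176 UMIs of the 1 dpci cells, and 704491 of 715175 on plate 2 of 7 dpci. Of the 254 cells of cluster 3, 229 came from 1 dpci. Cluster 2 held 90, 81 and 83 cells of the 7 dpci plates, 2 of 3 dpci and 0 of 1 dpci. With 1 plate at 1 and at 3 dpci, a cluster made mostly of 1 of these plates may be that plate and not a cell state. The number of clusters was 6 at resolution 0.4, 9 at resolution 1.0 and 8 with 2000 variable genes.

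The first comparison asked which genes differed between 7 and 1 dpci. In edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 421 of 5625 genes had an adjusted p under 0.05, of which 157 were higher and 264 lower at 7 dpci. All 421 changed at least 2-fold. Which plates entered moved this number most: 1323 genes were called without plate 1 of 7 dpci, 0 without plate 2 and 420 without plate 3. Without plate 2, 296 genes higher and 477 lower had an unadjusted p under 0.05. When only the cells of clusters 1 to 5 were summed, 32 genes were called, 16 in each direction. The split between directions also depended on the analysis. Library totals in place of TMM gave 49 genes higher and 497 lower and moved the median log2 fold change of all genes from -0.13 to -0.85. More genes were higher than lower with DESeq2 (241 and 192) and without the cells above 3 times the plate median (169 and 142). Run and time point were confounded in this comparison and in the next.

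The 5 largest increases were an unnamed gene (ENSDARG00000077402), ANXA6, actc1c, a second unnamed gene (ENSDARG00000005161) and KCNV1, each higher on 3 of 3 plates of 7 dpci than at 1 dpci. ENSDARG00000077402 had 46, 173 and 141 UMIs on the 7 dpci plates and 0 at 1 dpci, at least 137-fold higher (edgeR adjusted p 0.00313). ANXA6 (ENSDARG00000013335) was at least 82.5-fold and actc1c (ENSDARG00000076126) at least 58.3-fold higher, each with 0 UMIs at 1 dpci. KCNV1 (ENSDARG00000070092) rose from 17.4 CPM to 1353 ± 575 CPM (SD, n = 3), a log2 fold change of 6.27 ± 0.68 (SE). ENSDARG00000005161 rose from 2.49 CPM, a count of 4 UMIs, to 225 ± 153 CPM. The 5 largest decreases were mmp13a, ENSDARG00000086869, cd9b, PTGS2 and FN1. The first 4 of these had 0 UMIs on all 3 plates of 7 dpci. Of mmp13a (ENSDARG00000012395), a marker on the neutrophil list, 946 UMIs were counted at 1 dpci, at least 260-fold more than at 7 dpci (adjusted p 0.00313). The bounds were at least 132-fold for ENSDARG00000086869, 113-fold for cd9b (ENSDARG00000016691) and 76.6-fold for PTGS2 (ENSDARG00000004539). FN1 (ENSDARG00000006526) fell from 683 UMIs to 1 UMI over the 7 dpci plates (log2 fold change -8.86 ± 0.70 SE, adjusted p 0.00277).

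Between 7 and 3 dpci the same test called 105 genes, 36 higher and 69 lower at 7 dpci. Without plate 1 of 7 dpci it called 790, without plate 2 it called 0, and without plate 3 it called 177. Without plate 2, 182 genes higher and 296 lower had an unadjusted p under 0.05. DESeq2 called 203 genes in this comparison, 122 higher and 81 lower. The 5 largest increases, each higher on 3 of 3 plates, were ENSDARG00000077402 (0 UMIs at 3 dpci, at least 81.1-fold), actc1c (0 UMIs at 3 dpci, at least 34.4-fold), KCNV1, acta2 (ENSDARG00000045180) and rps11l (ENSDARG00000093606). The log2 fold change was 7.30 ± 0.75 (SE) for KCNV1 (adjusted p 0.00681), 4.61 ± 0.88 for acta2 and 4.42 ± 0.68 for rps11l. The 5 largest decreases were FN1 (-7.74 ± 0.73), AQP8 (ENSDARG00000045141, -7.71 ± 0.66), mmp13a (17 UMIs at 3 dpci, at least 7.89-fold), cfp (ENSDARG00000094451, -6.18 ± 0.78) and col1a1a (ENSDARG00000012405, -5.92 ± 0.81). AQP8 was among the leading genes of cluster 6, and col1a1a is a marker on the epicardial or fibroblast list.

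Between 3 and 1 dpci, with 1 plate on each side, no test was run. Of 5620 genes, 1007 had a counting interval of the ratio above 0 on the log2 scale and 1196 below 0. These intervals leave out the spread between fish and plates. The largest ratios at 3 dpci were those of slc9a3.2 (1 UMI at 1 dpci and 115 at 3 dpci, log2 ratio 7.60, 95% interval 5.10 to 12.9), cited4a (3.21), sgcg (3.13), PELI1 (2.98) and zgc:122979 (2.98). The lowest were those of ENSDARG00000086869 (482 and 2 UMIs, log2 ratio -7.15, interval -10.2 to -5.29), lgals9l1 (-5.61), mmp13a (-5.04), CCN2 (-5.01) and si:dkey-102g19.3 (-4.60). The marker lists hold lgals9l1 for macrophages.

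A list of genes fixed in advance, part of which the study names, was then examined. Of its 26 gene IDs, 22 passed the CPM filter. In 7 against 1 dpci, 6 were called over all genes tested and 11 when adjusted over the list alone. In 7 against 3 dpci, 1 was called over all genes and 4 when adjusted over the list alone. The list holds genes that the study names on these samples, so the counts over the list alone are not independent evidence. Both border zone markers were lower on 3 of 3 plates of 7 dpci than at 1 dpci, with log2 fold changes of -1.18 ± 0.30 (SE) for nppa (ENSDARG00000052960, edgeR adjusted p 0.0493) and -3.05 ± 0.36 for nppb (ENSDARG00000052958, adjusted p 0.00343). MYL7 (ENSDARG00000019096), a myosin light chain, rose from 24775 CPM at 1 dpci and 36045 CPM at 3 dpci to 98094 ± 7077 CPM at 7 dpci (SD, n = 3). Its log2 fold change was 1.99 ± 0.20 against 1 dpci (adjusted p 0.00313) and 1.44 ± 0.19 against 3 dpci (adjusted p 0.0149), higher on 3 of 3 plates in both. The MAS enzymes MDH1 (ENSDARG00000017772) and MDH2 (ENSDARG00000043371) and the TCA cycle enzyme IDH2 (ENSDARG00000003795) were higher on 3 of 3 plates of 7 dpci than at 1 dpci, with log2 fold changes of 1.74 ± 0.32, 1.37 ± 0.32 and 1.64 ± 0.38 and edgeR adjusted p of 0.0181, 0.0362 and 0.0375. Against 3 dpci their adjusted p were 0.141, 0.190 and 0.209, with log2 fold changes of 1.05, 0.90 and 1.05 and higher values on 3 of 3 plates. All these sums include clusters 6 and 7. The share of sarcomere UMIs at 1 dpci was 10.6% in all cells and 15.3% in clusters 1 to 5, against 21.1% and 21.6% at 7 dpci. Part of a rise in a cardiomyocyte gene may thus come from these other cells. In clusters 1 to 5, 20 named genes kept direction and side of the threshold against 1 dpci, 5 reversed and 5 lost their call.

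Of the glycolytic genes on the list, none was called in either tested comparison by edgeR over all genes. Adjusted p of HK1 (ENSDARG00000039452) was 0.949 for a log2 fold change of 0.07 between 7 and 1 dpci, with 2 of 3 plates higher. That direction flipped to -0.65 with library totals. PDK4 (ENSDARG00000054848) had 0.46 (adjusted p 0.628, 2 of 3 plates higher), which became -0.27 with library totals. Between 3 and 1 dpci the log2 ratio was 0.48 for HK1 (interval 0.20 to 0.75) and -0.16 for PDK4 (-0.38 to 0.06), the latter not distinguishable from 0 at this depth. PCNA (ENSDARG00000054155), a replication factor, had 34 UMIs at 1 dpci, 125 at 3 dpci, and 12, 47 and 47 on the 7 dpci plates. The log2 ratio of 3 to 1 dpci was 2.64 (interval 2.08 to 3.23). Against 1 dpci the plates of 7 dpci were higher on 3 of 3 (log2 fold change 1.84 ± 0.59, edgeR adjusted p 0.0975), and against 3 dpci lower on 3 of 3 (-0.79 ± 0.50, adjusted p 0.552). The other cell cycle genes of the list fell below the CPM filter. UMIs at 1 and 3 dpci were 2 and 13 for MCM5, 0 and 11 for mki67, 0 and 5 for TOP2A and 0 and 6 for CDK1. On the 7 dpci plates, CDK1 had 3, 7 and 6 UMIs, mki67 0, 8 and 0, and TOP2A 0 on each.

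The sets addressed whether OXPHOS, glycolysis and the pathways between them changed together. OXPHOS genes took 5.28% of the UMIs at 1 dpci, 6.38% at 3 dpci and 8.88% ± 0.214 (SD, n = 3) at 7 dpci. The median log2 fold change of the 78 OXPHOS genes between 7 and 1 dpci was 1.36, above all 10000 matched random lists (95% range 0.66 to 0.99), with 75 genes higher and 3 of 3 plates above 1 dpci (camera adjusted p 9.69e-28). Between 7 and 3 dpci it was 1.13, again above all matched lists (0.44 to 0.77), with 76 genes higher and 3 of 3 plates above 3 dpci (camera adjusted p 4.69e-26). The alternative that moved the 7 against 1 dpci median most was scaling each cell to the same total (0.44), which also left out TMM. Library totals in place of TMM gave 0.63. No call of camera in any set held under fry, which estimates the correlation between genes: its lowest adjusted p was 0.144, for OXPHOS in both comparisons. Between 3 and 1 dpci the OXPHOS median was 0.31, at the 99.6th percentile of matched lists (0.08 to 0.27). In clusters 1 to 5 alone it was 0.08, at the 86.1th percentile, and without the cells of highest depth it was 0.03.

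Random lists matched on expression also rose at 7 dpci, so the other sets were read against them. The glycolysis median was 0.70 between 7 and 1 dpci, at the 56.6th percentile of matched lists, and 0.30 between 7 and 3 dpci, at the 24.6th. With library totals these medians became -0.05 and -0.31. The glycolysis median was 0.42 between 3 and 1 dpci (98.7th percentile), with 1 plate on each side. As a share of UMIs, glycolysis took 3.11% at 1 dpci and 3.63% at 3 dpci in all cells. In clusters 1 to 5 these shares were 4.16% and 4.25%, so the difference in share was smaller there. Between 7 and 1 dpci the medians were 0.82 for the TCA cycle (61.8th percentile), 0.95 for the 5 MAS genes tested (55.6th), 0.94 for fatty acid oxidation (97.9th) and 0.97 for sarcomere (80.4th). Scaling each cell to the same total turned these medians to -0.14 for the TCA cycle, -0.15 for fatty acid oxidation and -0.11 for sarcomere. In clusters 1 to 5 alone the 7 against 1 dpci medians were 0.46 for fatty acid oxidation (87.9th percentile) and 0.29 for sarcomere (6.2th). Those of the TCA cycle and MAS were both 0.29 there (50.4th and 18.7th). Between 7 and 3 dpci, in all cells, the medians of the TCA cycle, MAS, fatty acid oxidation and sarcomere were 0.60, 0.64, 0.66 and 0.72. They lay at the 62.1th, 44.1th, 96.7th and 72.2th percentiles. Camera adjusted p in these 4 sets and glycolysis lay between 1.18e-06 and 0.0148 for medians of 0.30 to 0.97, with the share of glycolysis and sarcomere UMIs higher on 3 of 3 plates. Between 3 and 1 dpci sarcomere stood at 0.54 (100th percentile), fatty acid oxidation at 0.41 (97th), MAS at 0.36 (81.7th) and the TCA cycle at 0.24 (74.8th). In clusters 1 to 5 alone sarcomere stood at 0.28 (99.6th) and fatty acid oxidation at 0.13 (80.9th). MAS stood at 0.06 there (55.8th) and the TCA cycle at 0.05 (58.8th).

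**Figure D1:**
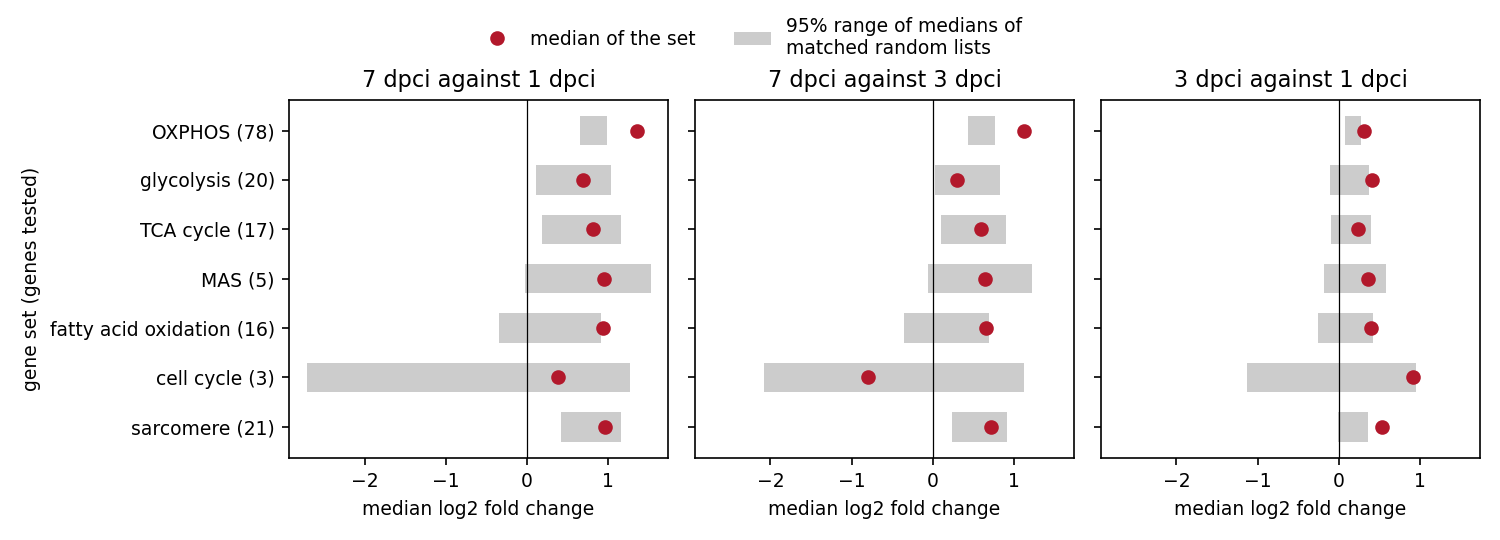
Median log2 fold change of each gene set (red points) in the 3 comparisons, with the number of genes tested in parentheses and grey bars for the 95% range of medians of 10000 random lists matched on mean expression. OXPHOS lies beyond its grey bar in all 3 comparisons (1.36, 1.13 and 0.31), while glycolysis lies within it at 7 dpci against 1 dpci (0.70) and 7 dpci against 3 dpci (0.30).

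Cell cycle genes were sparse, and 3 of the set passed the CPM filter. Their median was 0.92 between 3 and 1 dpci (97.2th percentile), 0.39 between 7 and 1 dpci (camera adjusted p 0.392, 2 of 3 genes higher) and -0.79 between 7 and 3 dpci (camera adjusted p 0.392, 3 of 3 genes lower). Without plate 2 the 7 against 1 dpci median became -0.78. Without a CPM filter, which admits 39 genes of the set, it became 1.52 (camera adjusted p 0.000469). That setting gave 2.33 between 3 and 1 dpci (100th percentile, 33 of 39 genes higher). Between 7 and 3 dpci it gave -0.63 (camera adjusted p 0.446). In cells thinned to 1000 UMIs, 4 of 240 cells at 1 dpci (1.67%, exact 95% interval 0.456 to 4.21) and 13 of 211 at 3 dpci (6.16%, 3.32 to 10.3) had at least 2 cell cycle UMIs. At 7 dpci the share was 3.07% ± 0.774 (SD, n = 3), from 2, 6 and 7 cells on plates 1, 2 and 3. Without thinning the shares were 9.54%, 10.4% and 6.42%, so the difference between 1 and 3 dpci appeared only at equal depth. Over 50 draws of the thinning the mean was 1.08% at 1 dpci (range 0 to 2.5), 4.90% at 3 dpci (3.79 to 6.16) and 2.40%, 3.29% and 4.51% on the 7 dpci plates. The draw reported for 3 dpci was thus the highest of that range. The ranges of 1 and 3 dpci did not overlap, but they cover the thinning alone. The exact intervals of 1 and 3 dpci overlapped, which is not a test of their difference, and that of 3 dpci overlapped those of the 7 dpci plates.

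**Figure D2:**
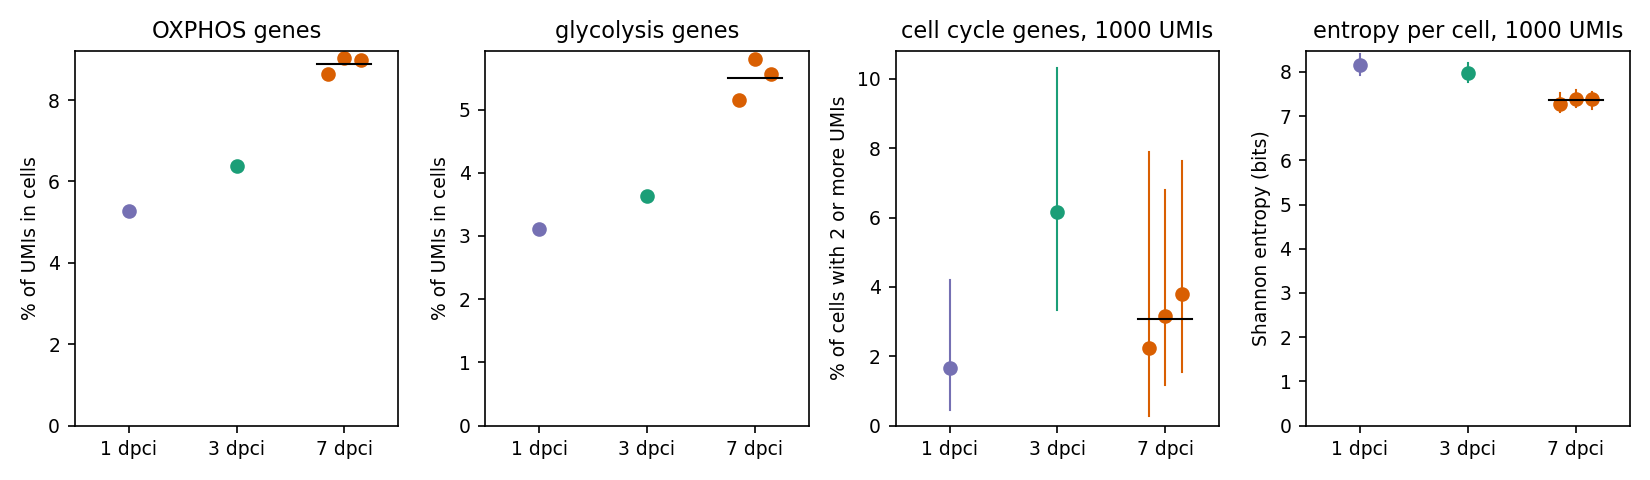
Per plate, the percent of UMIs from OXPHOS and from glycolysis genes in all cells, the percent of cells with 2 or more cell cycle UMIs after thinning to 1000 UMIs (lines: exact 95% binomial intervals), and the median Shannon entropy per cell in bits (lines: quartiles). Points are plates, the black line is the mean of the 3 plates of 7 dpci, and the 7 dpci plates lie above 1 and 3 dpci in OXPHOS (8.88% against 5.28% and 6.38%) and below them in entropy (7.35 against 8.15 and 7.97 bits).

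Whether OXPHOS and the cell cycle exclude each other within a time point was asked across the cells of each plate. Spearman's rho between the shares of both sets was -0.10 at 1 dpci, -0.09 at 3 dpci and -0.09 ± 0.09 (SD, n = 3) at 7 dpci. Matched random lists gave similar values: the observed rho lay at the 51.1th, 63.3th, 62.2th, 4.2th and 56.2th percentiles of the 5 plates. Few cells had 1 or more cell cycle UMIs at this depth: 7.08% at 1 dpci, 14.7% at 3 dpci and a mean of 8.85% at 7 dpci. Most cells were thus tied at no cell cycle UMI, and a rho near 0 does not decide whether the 2 sets exclude each other. OXPHOS and glycolysis shares rose together, with a rho of 0.51 at 1 dpci, 0.60 at 3 dpci and 0.29 ± 0.10 at 7 dpci. These lay at the 98.2th and 100th percentiles at 1 and 3 dpci and at the 92.5th, 100th and 95.9th on the 7 dpci plates. Among the cells of clusters 1 to 5 rho was 0.22 at 1 dpci and 0.46 at 3 dpci.

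Transcriptome entropy, which is high where the UMIs of a cell are spread over many genes, was lower at 7 dpci. Its median per cell was 8.15 bits at 1 dpci, 7.97 bits at 3 dpci and 7.35 ± 0.0648 bits at 7 dpci (SD, n = 3), with all 3 plates of 7 dpci below both earlier plates. The 10 most abundant genes took 17.8% of the UMIs at 1 dpci, 20.4% at 3 dpci and 28.7% ± 0.576 at 7 dpci.

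Cells were finally placed on a pseudotime order made without the genes of the sets, and divided into 10 bins of equal size. The median position, on a scale of 0 to 1, was 0.147 at 1 dpci, 0.345 at 3 dpci and 0.727, 0.705 and 0.693 on the 7 dpci plates. The mean OXPHOS share per cell rose from 5.22% in the bin 1 to 9.27% in bin 9, then stood at 7.24% in the last. Glycolysis rose from 3.02% to 5.76% in bin 7 and stood at 4.62% in the last. That last bin held 18 cells of 1 dpci and 12 of 3 dpci. The order included the cells of clusters 6 and 7, and none was made without them. Where those cells lie along it was not examined, so part of these changes may come from cell type. The log2 ratio of last bin to bin 1 was 0.47 for OXPHOS, and 1.35 when cells were ranked on principal component 1. With the UMIs of each bin pooled instead of averaged over cells it was -0.02, so deep cells of the last bin carried less OXPHOS than shallow ones. Cell cycle genes gave no stable direction along the order, since their ratio was 1.33 here and -1.59 on principal component 1. Depth also changed along the order, with median UMIs per cell of 4158 in bin 1, 2160 in bin 2, 2223.5 in bin 6 and 1319 in bin 10.

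**Figure D3:**
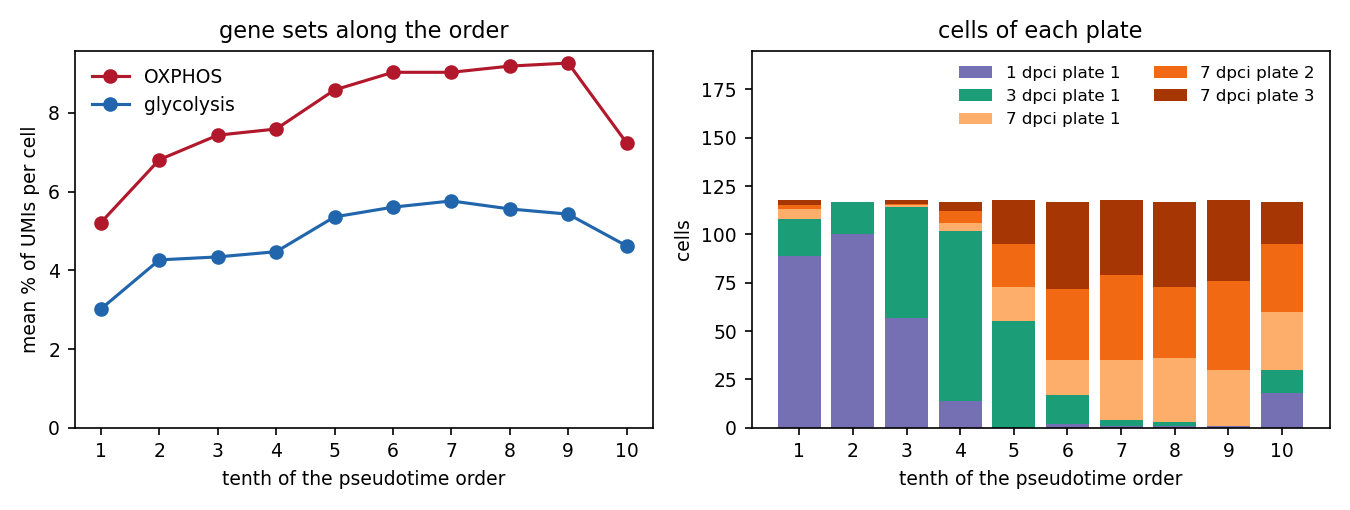
Left, mean percent of UMIs per cell from OXPHOS (red) and glycolysis genes (blue) in each of the 10 bins of the pseudotime order, and right, the number of cells of each plate in each bin. OXPHOS is at 5.22% in the bin 1, 9.27% in bin 9 and 7.24% in the last bin, which holds 18 cells of 1 dpci.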

Values the study reported

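The study reported that 1,194 cells passed its filters, of which 280 were from 1 dpci, 262 from 3 dpci and 652 from 7 dpci. Its filter kept cells with at least 500 reads. The number of hearts was given as 4 for each time point.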

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

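Of the tests in this part, the one on the sequencing run for mitochondrially encoded transcripts was chosen only after the result was seen.

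The mitochondrially encoded genes, which were left out of the comparisons in the report, gave a signal of their own. The 13 named genes took 6.92% of the gene UMIs in cells at 1 dpci, 4.48% at 3 dpci, and 4.26%, 2.36% and 2.26% on plates 1, 2 and 3 of 7 dpci (mean 2.96%, SD 1.13). The values were singled out because they lie in data that the report does not use. The decrease concerns 1 dpci. Among the cells of clusters 1 to 5 the mean at 7 dpci was 2.85% against 7.17% at 1 dpci, so the other cell types of clusters 6 and 7 do not account for it, while 3 dpci stood at 3.18%, near 7 dpci. In cells of 1000 to 3000 UMIs the mean was 3.15% against 7.60% at 1 dpci and 2.94% at 3 dpci, which argues against depth per cell. With the 10 most abundant other genes left out of the totals it was 3.99% against 7.87%, which argues against a few genes taking most of the counts. Plate 1 of 7 dpci, from another run than plates 2 and 3, stood highest of the 3 at 4.26%. In cells of 1000 to 3000 UMIs it stood lowest, with 2.39% against 4.27% and 2.79%, so the order of these plates changed with depth. The plates of 1 and 3 dpci shared a run, and 3 dpci stood below 1 dpci by more than the SD of the 7 dpci plates in all cells and in each of these 3 tests, which argues against the run as the whole source. The state of the cells at 1 dpci, a loss of cytoplasmic RNA in handling and a peculiarity of the only 1 dpci plate all stay open. The direction is opposite to that of the nuclear OXPHOS genes, and no biological explanation for that was tested.

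The number of gene UMIs per ERCC UMI was also outside the comparisons of the report. Its median per cell was 1.67 at 1 dpci, 1.74 at 3 dpci, and 1.31, 0.733 and 0.842 on plates 1, 2 and 3 of 7 dpci (mean 0.963, SD 0.309). In clusters 1 to 5 the mean at 7 dpci was 0.956 against 1.41 at 1 dpci and 1.56 at 3 dpci, so the other cell types of clusters 6 and 7 do not account for the whole difference. On plate 1 of 7 dpci alone the value in these cells was 1.308, near that of 1 dpci. The amount of ERCC RNA per well cannot be told apart from the amount of RNA per cell. In wells under 500 UMIs, which hold little cell RNA, the median ERCC UMIs were 1595 and 1245 at 1 and 3 dpci and 591, 1621 and 2423 on the 7 dpci plates (mean 1545), and these plates did not move together. OXPHOS UMIs per 1000 ERCC UMIs had medians of 101 at 1 dpci, 100.4 at 3 dpci, and 119, 66.2 and 76.7 on the 7 dpci plates. With the amount of ERCC RNA open, these values do not give amounts per cell, and the rise of OXPHOS in the report is one in share.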

How the results depend on the processing

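The alternative that removed only the named mitochondrial genes was chosen only after the results were seen. No paired analysis was possible because the labels pair no plates across time points.

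OXPHOS rose at 7 dpci under each alternative run on the sets, with medians of 0.44 to 1.52 against 1 dpci and 0.42 to 1.22 against 3 dpci, above all matched lists. Each was past the threshold with camera, and neither comparison was with fry (adjusted p 0.144 in both). DESeq2 size factors, mitochondrial genes kept and only the named ones removed changed no gene set or count of genes beyond the limits set. The voom fit with the run as a random block was not run, since no gene gave an estimate. mmp13a in clusters 1 to 5 has no value between 7 and 3 dpci, having no UMI in either group. Among the values of named genes, 326 of 412 kept direction and side of the threshold between 7 and 1 dpci, 30 reversed, 12 gained a call and 44 lost it. Between 7 and 3 dpci these were 333 of 415, with 21 reversed, 23 gained and 38 lost. Between 3 and 1 dpci 236 of 308 stayed within their interval, 66 moved and 6 reversed. No reversed gene was past the threshold of edgeR or limma before or after.

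Genes called against 1 dpci (421) and 3 dpci (105) became 690 and 308 without a CPM filter, where more genes are tested, and 278 and 63 at 50 CPM or more, where fewer are. They were 249 and 53 in cells of 1000 UMIs or more, and 32 and 20 in clusters 1 to 5. They were 8 and 0 with each cell scaled to the same total, by limma, where 126 genes higher and 548 lower had unadjusted p under 0.05 against 3 dpci. Against 3 dpci DESeq2 called 203, and 297 were called without cells above 3 times the plate median. With each 7 dpci plate left out, counts ranged from 0 to 1323 against 1 dpci and from 0 to 790 against 3 dpci. The 0 came without plate 2, and why was not tested.

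The share of calls that were higher at 7 dpci was 37.3% against 1 dpci and 34.3% against 3 dpci. With library totals it was 9.0% and 9.2%, with all-gene medians of -0.85 and -0.69 in place of -0.13 and -0.09. With DESeq2 it was 55.7% and 60.1%, and without the cells above 3 times the plate median 54.3% and 51.5%. Each cell scaled to the same total moved the all-gene medians to -0.94 and -0.82, and no CPM filter moved the first to -0.45.

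Under fry, which asks whether a set changes at all and does not set it against other genes, no set was past the threshold. It also takes the correlation between genes from few degrees of freedom, where camera presets it. The medians stay by construction: against 1 dpci 1.36 for OXPHOS, 0.70 for glycolysis, 0.82 for the TCA cycle, 0.95 for MAS, 0.94 for fatty acid oxidation and 0.97 for sarcomere. Against 3 dpci they were 1.13, 0.30, 0.60, 0.64, 0.66 and 0.72.

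With library totals, set medians against 1 dpci were -0.051 for glycolysis and -0.36 for cell cycle. Against 3 dpci they were -0.31 for glycolysis, -0.018 for the TCA cycle and 0.026 for MAS. OXPHOS was 0.19 and the TCA cycle 0.12 between 3 and 1 dpci. Reversed genes against 1 dpci were HK1 (-0.65), GPI (-0.28), PDK4 (-0.27), LDHB (-0.29), SUCLG1 (-0.41) and DLAT (-0.43). Those against 3 dpci were tnnc1a (-0.51), PFKP ENSDARG00000012801 (-0.54), GOT2 (-0.021), SUCLG1 (-0.26) and DLAT (-0.20). By construction this choice lowers every fold of a comparison by nearly the same amount.

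Without a CPM filter, cell cycle against 1 dpci was 1.52 and past the threshold, where 39 genes replace 3. HK1 was -0.073 against 1 dpci, and tnnc1a -0.020 and PFKP ENSDARG00000012801 -0.013 against 3 dpci. The filter comes before the TMM factors, so leaving it out also changes these. Whether that was the cause was not tested.

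At 50 CPM or more, set medians against 1 dpci were 0.28 for glycolysis, 0.44 for the TCA cycle, 0.56 for MAS and 0.66 for fatty acid oxidation. Against 3 dpci they were -0.082 for glycolysis, 0.33 for the TCA cycle, 0.38 for MAS, 0.46 for fatty acid oxidation and 0.40 for sarcomere. None of these was past the threshold. OXPHOS was 0.18 and the TCA cycle 0.11 between 3 and 1 dpci. Reversed genes were HK1 (-0.31), SUCLG1 (-0.072) and DLAT (-0.081) against 1 dpci, and tnnc1a (-0.16) and PFKP ENSDARG00000012801 (-0.19) against 3 dpci. A change of the filter also changes the TMM factors. In the main fit HK1, SUCLG1 and DLAT stood at 0.07, 0.32 and 0.31 against 1 dpci. All 3 thus fell by nearly the same amount, as a change of those factors would give. No other cause was tested.

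With each cell scaled to the same total, set medians against 1 dpci were -0.080 for glycolysis, -0.14 for the TCA cycle, 0.044 for MAS, -0.15 for fatty acid oxidation, 1.36 for cell cycle (1 gene) and -0.11 for sarcomere. Camera still placed glycolysis, TCA cycle, fatty acid oxidation and sarcomere above the other genes, whose median fell further. The 1 gene of cell cycle gained a call (camera adjusted p 0.0404). Against 3 dpci the set medians were -0.28 for glycolysis, -0.089 for the TCA cycle, 0.035 for MAS and -0.26 for fatty acid oxidation. OXPHOS was 0.073 and the TCA cycle 0.026 between 3 and 1 dpci. Reversed genes against 1 dpci were MYH7 (-0.11), tnnc1a (-0.24), HK1 (-0.55), GPI (-0.50), PFKP ENSDARG00000012801 (-0.31), PDK4 (-0.64), LDHB (-0.64), SLC25A11 (-0.095), SUCLG1 (-0.50) and DLAT (-0.64). Those against 3 dpci were tnnc1a (-0.59), PFKP ENSDARG00000012801 (-0.87), PDK4 (-0.10), GOT2 (-0.17), SUCLG1 (-0.45) and DLAT (-0.39). MYH7 (-0.12) and SLC25A11 (-0.13) reversed between 3 and 1 dpci. This alternative also left out TMM. Its all-gene medians of -0.94 and -0.82 lay near those of library totals, -0.85 and -0.69. Leaving out TMM may thus account for much of these changes, and equal weight per cell was not tested alone.

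In clusters 1 to 5 alone, set medians no longer past the threshold were 0.29 for the TCA cycle and 0.29 for MAS against 1 dpci. Against 3 dpci they were 0.26 for glycolysis, 0.33 for the TCA cycle, 0.28 for MAS and 0.34 for fatty acid oxidation. Between 3 and 1 dpci OXPHOS was 0.077 and the TCA cycle 0.048. Reversed genes were HK1 (-0.34), PDK4 (-0.22), LDHB (-0.19), SUCLG1 (-0.061) and DLAT (-0.33) against 1 dpci, tnnc1a (-0.27) and PFKP ENSDARG00000012801 (-0.27) against 3 dpci, and MYH7 (-0.14) and SLC25A11 (-0.00402) between 3 and 1 dpci. Spearman's correlation of OXPHOS and glycolysis was 0.22 at 1 dpci and 0.46 at 3 dpci, and entropy at 1 dpci was 8.08 bits. The cause was not tested.

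Without the cells above 3 times the plate median, fatty acid oxidation against 3 dpci was 0.47 and not past the threshold. OXPHOS was 0.032 and the TCA cycle -0.0063 between 3 and 1 dpci. Reversed genes were HK1 (-0.14), PDK4 (-0.12), LDHB (-0.023), SUCLG1 (-0.032) and DLAT (-0.088) against 1 dpci, and MYH7 (-0.12) and SLC25A11 (-0.14) between 3 and 1 dpci. At 1 dpci Spearman's correlation of OXPHOS and glycolysis was 0.36 and entropy 8.08 bits. The cause was not tested.

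With each 7 dpci plate left out, the cell cycle median ranged from -0.78 to 0.53 against 1 dpci and from -1.23 to -0.75 against 3 dpci, the lowest past the threshold. Against 3 dpci GPI ranged from -0.057 to 0.056, PFKP ENSDARG00000012801 from -0.27 to 0.52 and LDHB from -0.26 to 0.20. The cause was not tested.

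Depth limits the measures per cell. Thinned to 500 UMIs, the share of cells with cell cycle UMIs was 0.353%, 2.99% and 1.61% at 1, 3 and 7 dpci. Without thinning it was 9.54%, 10.4% and 6.42%, and with 1 UMI or more it was 7.08%, 14.7% and 8.85%. At 2000 UMIs it was 1.71%, 8.45% and 6.98% at 1, 3 and 7 dpci. Spearman's correlation of OXPHOS and cell cycle at 2000 UMIs was -0.23 at 3 dpci and -0.18 at 7 dpci. Spearman's correlation of OXPHOS and glycolysis was 0.43 at 3 dpci and 0.17 at 7 dpci with 500 UMIs, and 0.40 at 7 dpci with 2000. Entropy at 1, 3 and 7 dpci was 7.67, 7.49 and 6.95 bits with 500 UMIs, 8.60, 8.38 and 7.71 bits with 2000, and 8.54, 8.27 and 7.42 bits without thinning. The order of the time points in entropy held in each. Entropy rises with depth by construction.

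The pseudotime ratios depended on the order. On principal component 1 they were 1.35 for OXPHOS, 1.59 for glycolysis, 1.48 for the TCA cycle, 1.66 for MAS, 0.75 for fatty acid oxidation, -1.59 for cell cycle and 2.06 for sarcomere. With the set genes kept they were 0.52 for OXPHOS, 0.66 for glycolysis, 0.49 for the TCA cycle, 0.62 for MAS, -0.21 for cell cycle and 0.90 for sarcomere. Among 7 dpci cells only, where the start of the order was arbitrary and so the signs carry no meaning, they were 0.16 for OXPHOS, 0.17 for glycolysis, 0.039 for the TCA cycle, 0.24 for MAS, -0.76 for fatty acid oxidation, -1.83 for cell cycle and 0.37 for sarcomere. In the order of the report, fatty acid oxidation stood at -0.49 and cell cycle at 1.33. Here, too, the cause was not tested.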

Other observations

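Of the tests in this part, those of other cell types and of a few abundant genes for OXPHOS, and those of other cell types for the heat shock genes and for entropy, were chosen only after the results were seen.

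The higher share of OXPHOS genes at 7 dpci was tested for technical explanations. In clusters 1 to 5 alone the median log2 fold change against 1 dpci was 0.80, lower than 1.36 in all cells but above all matched random lists, so the other cell types of clusters 6 and 7 account for a part at most. With library totals it was 0.63, which argues against the scaling for a few abundant genes as the whole source. In cells of 1000 to 3000 UMIs the OXPHOS share was 9.29% at 7 dpci against 6.77% at 1 dpci and 7.46% at 3 dpci, which argues against depth per cell as the whole source. The sequencing run stays open, since run and time point cannot be told apart. Between runs within 7 dpci, plate 1 stood at a median log2 ratio of -0.22 to plates 2 and 3, while 1 and 3 dpci stood at -1.41 and -1.16. A biological change with time stays open as well.

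A list of 19 heat shock and immediate early genes, which respond to dissociation, had a median log2 fold change of -2.43 between 7 and 1 dpci and -2.03 between 7 and 3 dpci, below all matched random lists. Its share of UMIs was 1.31% at 1 dpci, 1.16% at 3 dpci and 0.531% ± 0.0751 at 7 dpci (SD, n = 3). The median against 1 dpci was -1.89 in clusters 1 to 5, so the other cell types of clusters 6 and 7 are not the whole source. The run cannot be told apart from the time point: plate 1 of 7 dpci stood at 0.30 to plates 2 and 3, and 1 and 3 dpci at 2.72 and 2.83. A difference in handling between the days of dissociation and a response to injury both stay open, untested.

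2 gene IDs, actc1c and ENSDARG00000077402, had at least 50 CPM on all 3 plates of 7 dpci and no UMI in any well at 1 and 3 dpci. The reverse held for 1 ID (eppk1). Another gene reference for the earlier plates would produce such IDs, and with 2 and 1 of them the counts are too few to decide. Absences as common were seen elsewhere: 3 IDs at 1 dpci were absent at 3 dpci, within 1 run, and 4 IDs on plate 1 of 7 dpci were absent from plates 2 and 3, with 0 in the reverse direction of each.

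A pseudotime order of 463 cells of 7 dpci alone, made apart from the order in the report, followed UMIs per cell (absolute rho 0.427). Its start was arbitrary, so the direction carries no meaning. When the same cells were thinned to 1000 UMIs the absolute rho was 0.136, and the orders before and after correlated at an absolute 0.377. Depth per cell fits as the source of this order of 7 dpci cells, which was not read further.

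The lower entropy at 7 dpci was not explained by the most abundant genes alone: without the 10 most abundant genes it was 7.94 bits at 7 dpci against 8.38 bits at 1 dpci. In clusters 1 to 5 it was 7.35 bits against 8.08 bits, so the other cell types of clusters 6 and 7 do not account for the whole of it either. The run stays open, as for the other comparisons of 7 dpci.

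The 13 and 10 macrophage-like cells of 1 and 3 dpci carried cardiomyocyte transcripts, with medians of 222 and 59.1 UMIs of cardiomyocyte markers. These were 17.1 and 5.91 times the medians in wells under 500 UMIs. Such wells were selected for few UMIs, so the ratios do not decide on free RNA, which stays open. Against the cells of clusters 1 to 5 the ratios were 0.842 and 0.249. Whether 2 cells shared a well cannot be told apart from macrophages that had taken up cardiomyocyte material, since both leave such transcripts. The sums of the earlier plates hold these cells.

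Plates 2 and 3 of 7 dpci lay closer to each other than to plate 1. Their chi-square per degree of freedom was 4.65, against 10.1 and 8.52 for the pairs with plate 1, which argues against a repeat sequencing of 1 library. The totals of matching wells correlated at -0.04. Variation beyond counting error was 0.104 between plates 2 and 3, against 0.238 and 0.217. They also shared a run, and run and plate cannot be told apart here.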
